# Comparative transcriptome analysis of heat-induced domesticated zebrafish during gonadal differentiation

**DOI:** 10.1186/s12863-022-01058-6

**Published:** 2022-05-31

**Authors:** Chenchen Wang, Xuhuai Chen, Yu Dai, Yifei Zhang, Yuandong Sun, Xiaojuan Cui

**Keywords:** Heat stress, Gonad differentiation, FA pathway, Transcriptome, Zebrafish

## Abstract

**Background:**

The influence of environmental factors, especially temperature, on sex ratio is of great significance to elucidate the mechanism of sex determination. However, the molecular mechanisms by which temperature affects sex determination remains unclear, although a few candidate genes have been found to play a role in the process. In this study, we conducted transcriptome analysis of the effects induced by high temperature on zebrafish during gonad differentiation period.

**Results:**

Totals of 1171, 1022 and 2921 differentially expressed genes (DEGs) between high temperature and normal temperature were identified at 35, 45 and 60 days post-fertilization (dpf) respectively, revealing that heat shock proteins (HSPs) and DNA methyltransferases (DNMTs) were involved in the heat-exposed sex reversal. The Gene Ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway that were enriched in individuals after heat treatment included Fanconi anemia (FA) pathway, cell cycle, oocyte meiosis and homologous recombination.

**Conclusions:**

Our study provides the results of comparative transcriptome analyses between high temperature and normal temperature, and reveals that the molecular mechanism of heat-induced masculinization in zebrafish is strongly related to the expression of HSPs and DNMTs and FA pathway during gonad differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12863-022-01058-6.

## Background

Differentiation at high temperature is one of the most critical issues in developmental biology, and plays important roles in evolution, behavior and gonadal development in animals [1–3]. Fish exist a variety of sex determination strategies, including genetic sex determination (GSD), temperature-dependent sex determination (TSD) and GSD + TE (GSD plus temperature effects) [4, 5]. In species with GSD, sex is determined after fertilization and depends on the genetic constitution of an individual, while in TSD species, gonads remain undifferentiated until exposed to environmental temperature at the sensitive period. Interestingly, in GSD + TE species, primary sex determined by the genetic factors, can be changed by extreme environmental temperature [6–9].

In order to reveal the molecular mechanism underlying GSD + TE, the effects of temperature on sex reversal have been investigated in different species, and the following hypotheses have been proposed. Sex hormone has been suspected to play a critical role in temperature influencing sex determination. The *cyp19a1* gene, also known as “aromatase”, which encodes an aromatase that converts androgens into estrogens, is inhibited after exposed to high temperature, resulting in masculinization of individuals [7, 8]. Another typical biological response to temperature is epigenetic modification. Past studies have reported that temperature-specific patterns of DNA methylation and histone modifications of sexual development genes, such as the histone demethylase KDM6B in red-eared slider turtles that regulates transcriptomic of the male sex-determining gene *dmrt1* and leads to sex reverse [4, 9–11]. Findings in Nile tilapia and American alligator suggested that the heat shock proteins also play an important role in the influence of temperature on sex determination [12, 13].

Zebrafish is a small freshwater teleost that has become an important model to study developmental biology, environmental toxicology and medicine in vertebrates. Zebrafish, all individuals develop a “juvenile ovary” prior to the final differentiation on mature ovaries or testes. Ovaries start their differentiation before at 14 dpf and are fully differentiated at 60 dpf [14, 15], on the other hand, testes begin to differentiate at 30 dpf and are fully differentiated about 60 dpf. What’s more, coexistence of degenerating diplotene oocytes and spermatogonia was evident at 26 dpf, and this structure finally transformed into testes at 34 dpf [14]. All males go through the “juvenile ovary-to-testes” transformation process, during which large numbers of apoptotic oocytes have been observed and were thought to play a crucial role in gonadal development [16, 17]. Several signaling pathways have been reported to be involved in the transformation, such as Tp53-apoptosis, NF-κB and canonical Wnt [18–20].

Zebrafish lost sex determining genes during laboratory domestication, and the current studies did not detect heteromorphic sex chromosomes [21, 22]. In the latest years, several molecular studies support that zebrafish has a polygenic sex determination [23–25]. The effects of elevated temperature have been examined in zebrafish [26–28]. In agreement with the general temperature responsive pattern in fish, elevated temperatures result in a higher proportion of males. However, most of the previous experiments have focuses on *cyp19a1*, *dmrt1*, and other genes involved in sex determination or differentiation in zebrafish are known, and little attention has been paid to other genes, such as *dnmt1,* which is involved in DNA methylation modification [26–28]. In addition, the time-course transcriptome analysis of GSD + TE process is minimal by far [28].

Thus, zebrafish provide an excellent opportunity to investigate the influences of temperature on sex determination. In this study, we combined RNA-seq and qPCR approaches to characterize the sex ratio response to temperature in this model, and reveal the genes network responsible for heat-induced masculinization.

## Results

### Effect of rearing temperature on phenotypic sex ratios in zebrafish

First, we conducted experiments to determine whether high temperature affected individual masculinization. The offspring of 21 adult fish from the same family was obtained to carried out heat treatment experiment during temperature sensitive period (25–35 dpf). The data shown that the male ratio of the normal temperature group was 23.17 ± 3.05% (*n* = 95) (Fig. 1). And the average male ratio of the temperature-treated group (35 °C, 25–35 dpf) was 82.16 ± 1.79%(*n* = 104), a significant increase in the masculinization rate was observed compared with the normal temperature group (p<0.001) (Fig. 1).

**Fig. 1:**
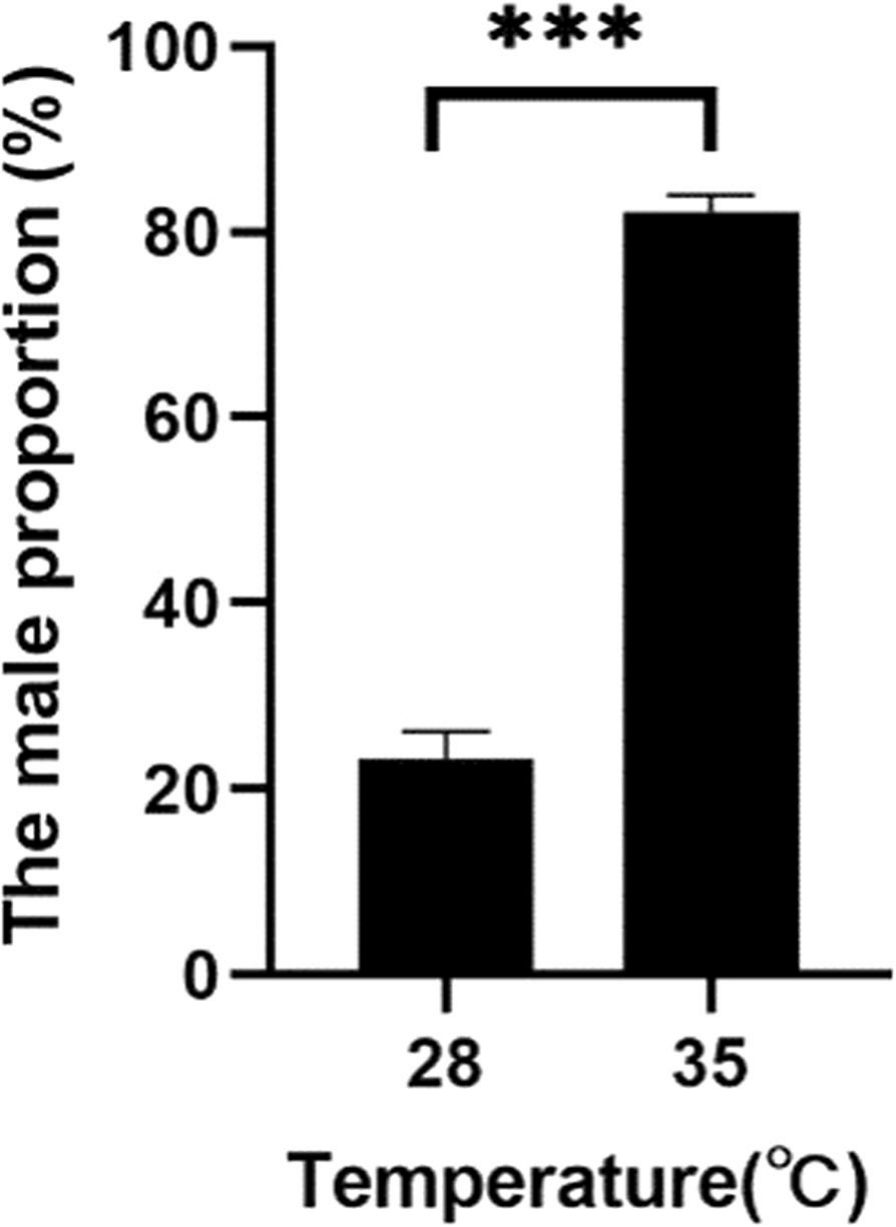
Early treatment (25–35 dpf) with high temperature (35 °C) increased the proportion of males. The mean ± SEM of three biological replicates for control (28 °C; *n* = 95) and treated group (35 °C; *n* = 104) is shown. Statistically significant differences were found between the two sex ratios (***P < 0.001; T-test)

### Phenotypic identification and analysis of adult zebrafish gonads

To explore the heat treatment effect on gonadal development, the gonadosomatic index (GSI) and histological analysis were performed for adult fish at 90 dpf. The average GSI of adult female in high temperature group was 24.42% and that in control temperature group was 17.19%, indicating a significant difference (*P* < 0.05) (Fig. 2a). The GSI analysis of males compared between high and normal temperature-treated also carried out, but there was not statistical difference (Fig. 2a). With regard to the terms of developmental stages of oocytes in zebrafish, there were appeared a series of oocyte maturation stages, including stage IA, stage IB, stage II and stage III in the ovaries of the control group. Among the 20 females from thermal treatment group, 16 of them were observed with several stage IA, stage IB and few stage II oocytes in their ovaries (Fig. 2b).

**Fig. 2:**
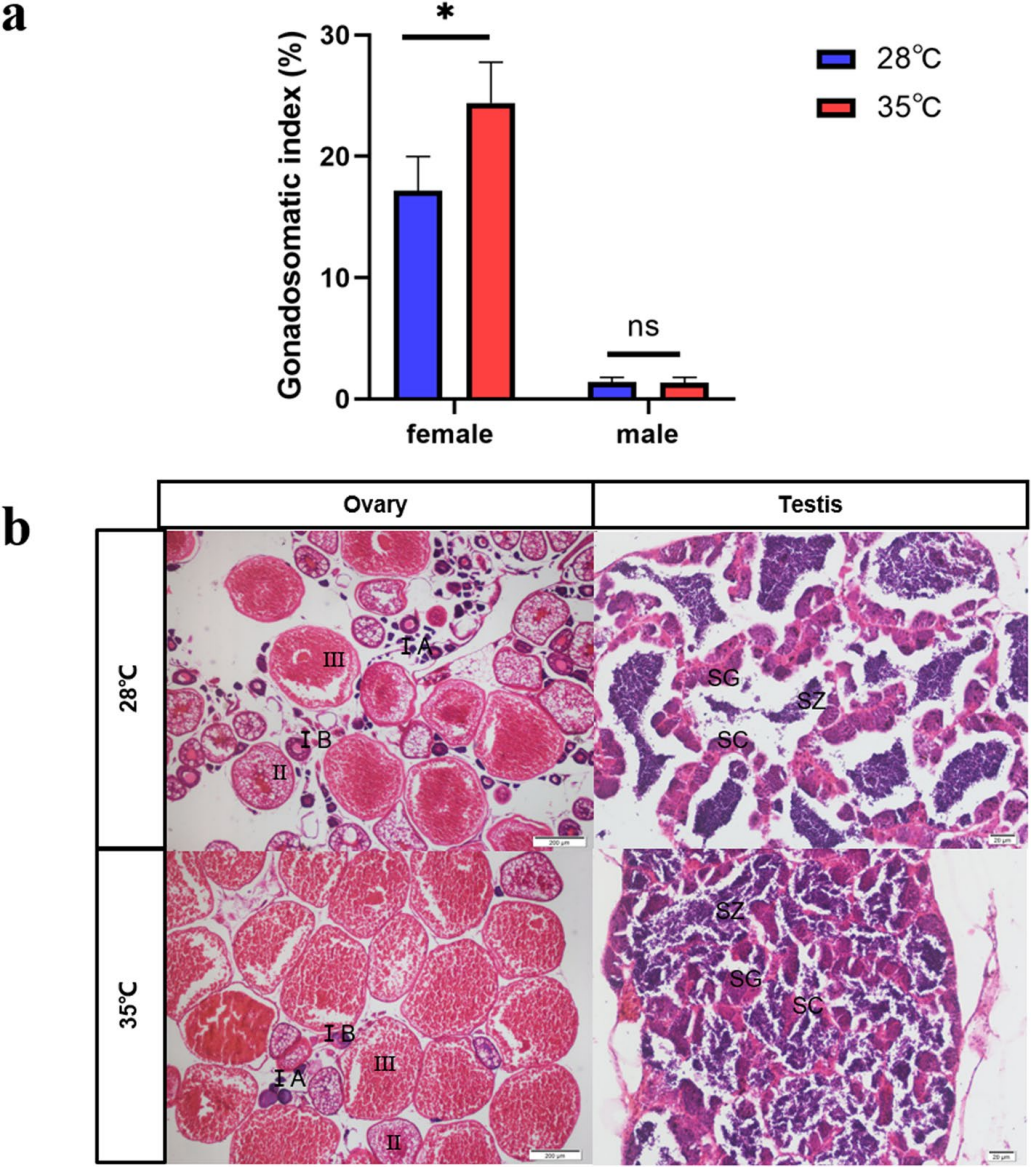
Phenotypic identification and analysis of temperature-treated fish. (**a**) the comparative analysis of GSI between high temperature (35 °C) and normal temperature (28 °C) (T-test, *P < 0.05). (**b**) Histological analysis of gonad tissue. Stage IA and stage IB, primary growth stage; stage II, cortial alveolus stage; stage III, vitellogenesis stage; SC, spermatocytes; SG, spermatogonia; SZ, spermatozoa

### Transcriptomic analysis between fish exposed to high and normal temperature

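Whole-body RNA of zebrafish was sequenced in 21 libraries from 7 groups, with 3 biological replicates in each group. The control groups C25D, C35D, C45D and C60D were kept at 28 °C until 25, 35, 45 and 60 dpf. The groups T35D, T45D and T60D were held at 35 °C from 25 to 35 dpf, and the older of them were then returned to 28 °C. The authors aligned the reads to the coding genes of the zebrafish reference and estimated an expected count for each of 26225 genes with RSEM. Rounded to whole numbers, the expected counts summed to between 11875451 and 16471169 per library, with a median of 13616161. The counts of the 6 libraries of each age were normalized by edgeR's TMM method and compared by its quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. At 35, 45 and 60 dpf, 20208, 20125 and 18653 genes had enough counts to be tested. A count of 3 corresponded to between 0.182 and 0.253 CPM (counts scaled to library size) across the libraries. Of the comparisons between heat-treated and control fish, the C25D libraries entered only the alternative that fits all 21 libraries together.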

To investigate the effects of temperature during gonad differentiation, RNA-seq on the BGISEQ-500 platform was used to sequence the cDNA library from the whole body of zebrafish at 25, 35, 45 and 60 dpf respectively. 

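Additional file 1 of the paper lists between 44.46 and 46.18 M clean reads for the 21 libraries. The expected counts of a library amounted to between 26.0% and 35.9% of its clean reads. The raw reads in the same file come in amounts of 49.08 M for 8 libraries and 50.83 M for 13 libraries. Both amounts occur among the control and among the heat-treated libraries.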

A mean of 45.51 M filtered clean reads were obtained from each sample. 

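The mapping percentages that the paper lists for single libraries range from 75.83% to 89.05%. The 10 genes with the most counts took between 8.84% of the counts in T35D-2 and 40.4% in T45D-3. T45D-3 also had the lowest TMM factor of the 21 libraries, 0.496, and C35D-2 the highest, 1.36.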

82.18% of which mapped to the *Danio rerio* genome (see Additional file 1). Traditionally, qRT-PCR is used to validate the expression levels quantified by high throughput technology RNA-seq. Therefore, 20 candidate genes associated with cell cycle, oocyte meiosis and homologous recombination were selected from hundreds of differently expressed transcripts between the high and normal temperature treated groups (see Additional file 2 and Additional file 3). Then, the Person’s correlation coefficient indicated that the expression levels were found to be highly reliable for genes that are determined to be significantly differentially expressed by RNA-seq (r = 0.73, *p*-value< 0.0001) (see Additional file 5).

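For the 20 genes at 3 ages, Additional file 3 gives 60 pairs of RNA-seq and qRT-PCR values. edgeR tested the genes of 53 of these pairs. Across the 53 pairs, Pearson's r between edgeR's log2 fold changes and the paper's qRT-PCR values was 0.662 (permutation test, two-sided, p = 1e-05, the smallest p that 100000 permutations can give). Spearman's rho was 0.542 (permutation p = 6e-05). The paper describes the qRT-PCR values as relative expression, and they ran from -6.64 to 19.73. They may therefore not be on the log2 scale of the RNA-seq values, and Pearson's r depends on that scale. With the 2 pairs farthest from the median RNA-seq value left out, r was 0.527. These are correlations across genes, which are not independent replicates. With DESeq2's log2 fold changes, which cover all 60 pairs, r was 0.727. Taken one age at a time, r was 0.566 at 35 dpf (permutation p = 0.00918), 0.703 at 45 dpf (permutation p = 0.00322) and 0.724 at 60 dpf (permutation p = 0.00159), and rho was 0.670, 0.582 and 0.509. Without the 2 farthest pairs, r fell to 0.468, 0.287 and 0.213, so the values at 45 and 60 dpf rest on those pairs. Among the 12 correlations computed in this family, the Benjamini-Hochberg adjusted p ranged from 3.0e-05 to 0.0335. The paper's RNA-seq and qRT-PCR values had the same sign in all 60 pairs. Of the 60 qRT-PCR values 54 were above 0, and the paper chose the genes among its differentially expressed transcripts. Most pairs could thus be expected to share a sign. The log2 fold changes of DESeq2, and of edgeR with no filter on counts, had the sign of the qRT-PCR value in 58 of the 60, and the exceptions were hsp90aa1.2 (hsp90a2 in Additional file 3) and wnt5a at 45 dpf.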

To explore differences in gene expression between high temperature and normal temperature treatments during gonadal differentiation, we conducted comparative analysis of different expression genes on the three transcriptomic groups, T35D vs. C35D, T45D vs. C45D and T60D vs. C60D respectively (Fig. 3a). 

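At each age, the correlations within groups and between groups overlapped in range. Pearson's r of log2 CPM across genes, which are not independent replicates, ran from 0.677 to 0.931 between replicates of T35D or C35D and from 0.712 to 0.916 between T35D and C35D libraries. At 45 dpf the within-group values ran from 0.660 to 0.976 and the between-group values from 0.690 to 0.880. At 60 dpf they ran from 0.575 to 0.941 and from 0.570 to 0.777.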

Venn diagram was shown (Fig. 3a). 

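With edgeR, 0 genes passed the adjusted threshold in all 3 comparisons. At an unadjusted p ≤ 0.05, 356 genes passed in all 3, and 1588 passed at 35 and 60 dpf but not at 45 dpf. With DESeq2 on the same counts, 21 genes passed its adjusted threshold in all 3 comparisons. A further 687 were shared by 35 and 60 dpf alone, 79 by 45 and 60 dpf and 37 by 35 and 45 dpf.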

To determine the biological function of DEGs during gonadal differentiation after heat-induced, GO classification and KEGG pathway enrichment analysis were performed. (Additional file 6).

**Fig. 3:**
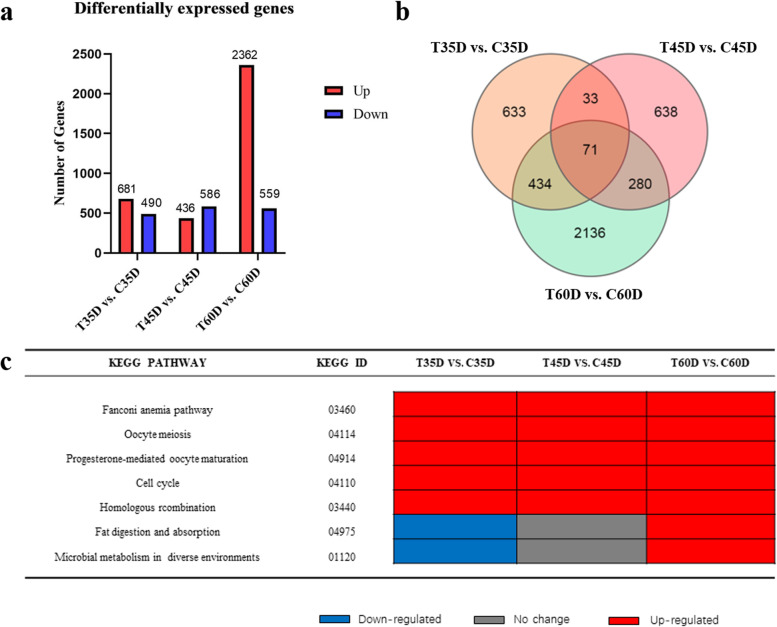
Analysis of DEGs between high temperature and normal temperature treatments at 35dpf, 45dpf and 60dpf. Number of DEGs identified from each comparison groups (**a**), shown by Venn diagram (**b**), and list of pathways [29, 30] involved in the gonad development in juvenile fish (**c**)

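Between T35D and C35D, 0 of the 20208 genes passed the adjusted threshold in either direction, and the smallest adjusted p from edgeR was 0.192. At an unadjusted p ≤ 0.05, 3184 genes were higher and 1683 lower in T35D. The excess of higher genes depended on the setting, with 1707 higher and 1798 lower at that level under library size only, and 1439 and 1600 with the replicate number as a block (mean correlation of same-numbered libraries -0.0526). DESeq2 with its default filters called 1051 genes higher and 619 lower. The edgeR counts moved most without library T35D-1, when 3952 genes were called higher and 2690 lower, while leaving out any other library of this comparison gave 0. The median log2 fold change over the tested genes was 0.27 with TMM factors, 0.17 with DESeq2's size factors and 0.10 with library size only.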

Comparing T35D and C35D, there were 1171 DEGs, including 681 up-regulated and 490 down-regulated genes (Fig. 3a). 

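Genes of a process were taken from lists written by hand, and each list was compared with the genes called higher or lower by a one-sided Fisher's exact test among the genes tested. The p-values were adjusted by Benjamini-Hochberg over 18 lists, both directions and the 3 comparisons. Fisher's exact test takes genes as independent, while the correlation estimated between genes of the Fanconi anemia list was 0.795 at 35 dpf. Its p-values therefore do not measure the spread between replicates. For DESeq2 the background also held genes that its filter on low counts left without an adjusted p, which could not be called. No gene of the homologous recombination or DNA replication list was among edgeR's calls at 35 dpf, since edgeR made 0. The median log2 fold change of the homologous recombination list was 2.28, with 31 of 33 genes above 0 and 26 higher at an unadjusted p ≤ 0.05. For the DNA replication list the median was 2.12, with 32 of 35 genes above 0 and 31 higher at that level. Among the genes that DESeq2 called higher, the homologous recombination list had 16 (Fisher's exact test, adjusted p = 4.2e-13) and the DNA replication list 15 (adjusted p = 1.9e-11).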

GO analysis of DEGs between T35D and C35D was conducted, and the results revealed that the subclasses double−strand break repair, DNA recombination (in biological process category), DNA polymerase activity, nuclease activity (in molecular function category), chromosomal region, replication fork (in cellular component category) were the aspects significantly regulated by heat-induced (Additional file 6a). These results suggest that DNA damage repair and DNA replication were mainly involved in heat-induced of zebrafish. 

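The replicates of T35D were uneven in these genes. The mean log2 CPM of the homologous recombination list was 2.14 in T35D-1, 4.40 in T35D-2 and 4.94 in T35D-3, against 1.89, 2.69 and 1.87 in the C35D libraries. From the GO terms enriched among its DEGs at 35 dpf, the paper proposes that DNA damage repair and DNA replication were the main processes involved in the response to heat.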

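The Fanconi anemia list held 49 symbols, of which 48 matched a gene in the count table and 47 were tested at 35 dpf. By edgeR, 0 of them were called, since it called 0 of all genes, and 40 were higher at an unadjusted p ≤ 0.05. Their median log2 fold change was 2.01, and 45 of the 47 were above 0 under TMM, under DESeq2's size factors and under library size only. DESeq2 called 22 of the list higher (Fisher's exact test, adjusted p = 3.7e-17). The cell cycle list had a median of 1.64, with 77 of 89 genes above 0 and 30 called by DESeq2 (adjusted p = 1.1e-18). The list for oocyte meiosis and oocyte maturation had a median of 1.91, with 44 of 48 above 0 and 18 called by DESeq2 (adjusted p = 4.9e-12). The lists share genes, so these tests are not independent.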

The results of KEGG enrichment analysis revealed that top 20 pathways were significantly enriched(q < 0.05), including FA pathway, cell cycle, oocyte meiosis, homologous recombination and progesterone-mediated oocyte maturation, which were up-regulated (Fig. 3c and Additional file 6d). Especially in FA pathway, 13 genes including *fancf*, *fancg*, *fanci* and *fanco* were up-regulated in heat-treated fish compared to normal control fish (Fig. 3c and Additional file 3). In addition, the expression level of genes coding DNA methyltransferase family members (*dnmt1*, *dnmt3bb.2*) and heat shock proteins (*hsp90a*, *hsp70l*, and *hspbp1*) were also significant upregulated in high-temperature group except *hsp4l* gene (Additional file 3 and Additional file 5).

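The 4 named genes had higher means in T35D than in C35D, but their libraries overlapped. The normalized count of fancf was 15.9 ± 14.4 CPM (mean ± SD, n = 3) in T35D and 1.29 ± 1.24 CPM in C35D. Its log2 fold change was 3.59 (SE 1.21, adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For fancg the means were 24.0 ± 20.6 CPM and 2.65 ± 1.55 CPM, and the log2 fold change was 3.17 (SE 0.93). For fanci they were 30.9 ± 27.2 CPM and 4.96 ± 2.34 CPM, with a log2 fold change of 2.63 (SE 0.85). For rad51c, the symbol in the count table for fanco, they were 15.6 ± 11.5 CPM and 2.34 ± 1.08 CPM, with a log2 fold change of 2.73 (SE 0.85). These 3 genes had the same adjusted p in edgeR as fancf. DESeq2 called all 4 of them, with adjusted p of 0.0238 for fancf, 0.0198 for fancg, 0.0354 for fanci and 0.0306 for rad51c. In each of the 4 genes, T35D-1 lay below the highest C35D library, as with fancf at 0.937 CPM in T35D-1 and 2.72 CPM in C35D-2.

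**Figure D1:**
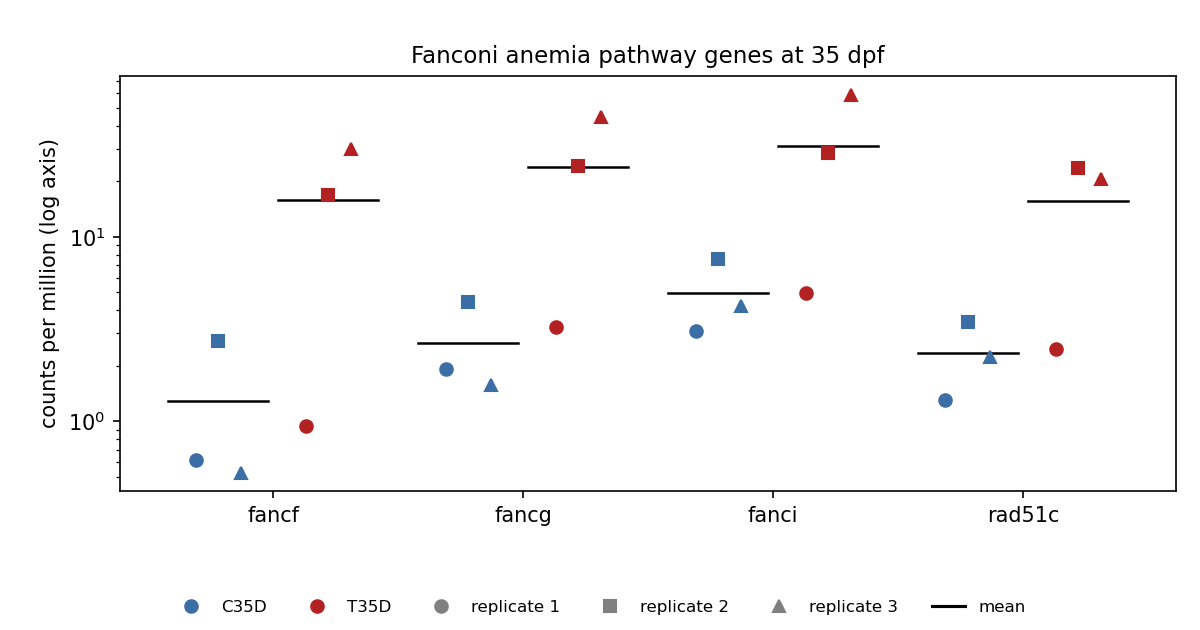
Normalized counts (CPM), on a log axis, of 4 Fanconi anemia pathway genes in the 3 C35D and 3 T35D libraries, with points for replicates and lines for means. T35D-1 lies among the C35D libraries for each gene, while T35D-2 and T35D-3 lie above them, as with fancg at 3.24, 24.2 and 44.4 CPM in T35D-1, T35D-2 and T35D-3.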

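For dnmt1 the normalized count was 537 ± 546 CPM (mean ± SD, n = 3) in T35D and 48.9 ± 47.2 CPM in C35D, a log2 fold change of 3.46 (SE 1.33, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For dnmt3bb.2 the log2 fold change was 3.48 (SE 1.17, adjusted p = 0.192 from edgeR). The libraries of the groups overlapped for both genes. The count of hsp90aa1.2, the gene for hsp90a that Additional file 3 lists as hsp90a2, was 185 ± 58.8 CPM against 21.2 ± 8.40 CPM, a log2 fold change of 3.13 (SE 0.49, adjusted p = 0.192 from edgeR). It was 42.6 ± 12.5 CPM against 12.3 ± 7.76 CPM for hsp70l, a log2 fold change of 1.79 (SE 0.62, adjusted p = 0.192 from edgeR). RSEM divides reads that fit several paralogs, so how reads were split between hsp70l and the other hsp70 genes is uncertain. The 3 T35D libraries lay above the 3 C35D libraries for both genes. For hspbp1 the log2 fold change was 1.77 (SE 0.71, adjusted p = 0.197 from edgeR), and T35D-1, at 4.18 CPM, lay below the C35D libraries. For hspa4l, taken as the gene named hsp4l, it was 1.36 (SE 0.92, adjusted p = 0.367 from edgeR), with 19.9 ± 14.9 CPM in T35D and 7.71 ± 5.65 CPM in C35D. DESeq2 gave adjusted p of 0.0324 for dnmt1, 0.0243 for dnmt3bb.2, 7.9e-06 for hsp90aa1.2, 0.0716 for hsp70l, 0.123 for hspbp1 and 0.340 for hspa4l. A list of 45 genes was fixed before the data were examined, and 39 of them were tested at 35 dpf. Of these, 27 had an adjusted p ≤ 0.05 when adjusted over those genes alone, against 0 when adjusted over all genes. The 45 include genes the paper itself called, so the count over those alone shows no stability. In 7 of the 39 the groups did not overlap, where 10% of genes would by chance.

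**Figure D2:**
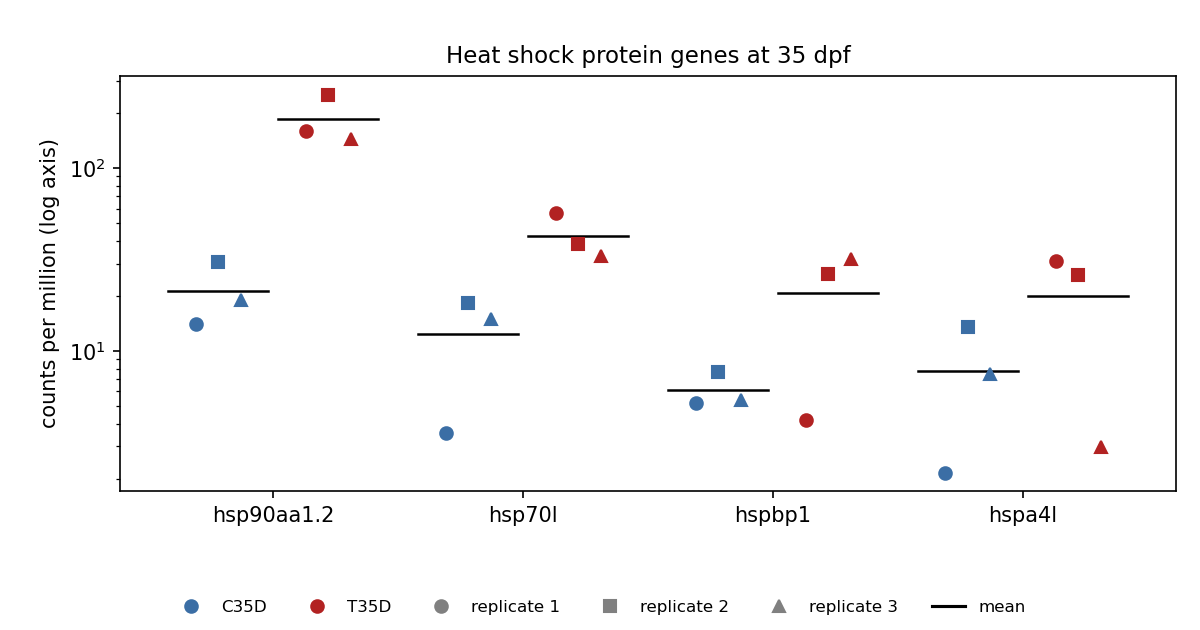
Normalized counts (CPM), on a log axis, of heat shock genes in the 3 C35D and 3 T35D libraries, with points for replicates and lines for means. For hsp90aa1.2 the T35D libraries lie at 159.5, 252 and 143 CPM and the C35D libraries at 14.1, 30.4 and 19.1 CPM.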

Genes expression changes in individuals maintained at high temperature conditions were identified by comparing T45D and C45D. Total of 1022 DEGs, including 436 up-regulated and 586 down-regulated genes (Fig. 3a). 

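Between T45D and C45D, edgeR called 0 of 20125 genes in either direction at the adjusted threshold, with a smallest adjusted p of 0.213. At an unadjusted p ≤ 0.05, 1058 genes were higher and 2115 lower in T45D. At that level 102 were higher and 3660 lower under library size only, and 251 and 1590 with the replicate number as a block (mean correlation of same-numbered libraries -0.0938). DESeq2 called 158 genes higher and 519 lower. Without T45D-2, edgeR called 248 higher and 1416 lower, and leaving out any other library gave 0. The median log2 fold change over the tested genes was 0.12 with TMM factors, 0.19 with DESeq2's size factors and -0.43 with library size only.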

The GO analysis results showed that the enriched GO terms were visual perception, synaptic vesicle localization and transport (in biological process category), structural constituent of eye lens, aminoacyl-tRNA ligase activity (in molecular function category), photoreceptor cell cilium, transmembrane transporter complex (in cellular component category) (Additional file 6b). These results suggest that increased temperature affects light perception and synaptic vesicle. In addition, there were top 20 enriched KEGG pathways(q < 0.05), including synaptic vesicle cycle, glutamatergic synapse, fatty acid elongation and dopaminergic synapse (Additional file 6e).

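The aminoacyl-tRNA synthetase list had a median log2 fold change of 1.34 at 45 dpf, with 20 of 20 genes above 0 under TMM and 19 of 20 under library size only. edgeR called 0 of them, and 16 were higher at an unadjusted p ≤ 0.05. DESeq2 called 6 of the 20 higher (Fisher's exact test, adjusted p = 1.6e-08).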

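The eye lens and phototransduction list had a median log2 fold change of -2.80 between T45D and C45D, and 0 of the 81 genes tested were above 0. The synaptic vesicle and synapse list had a median of -2.39, with 1 of 59 genes above 0. Under library size only the medians were -2.75 and -2.53. edgeR called 0 genes of either list, and 20 eye genes and 45 synapse genes were lower at an unadjusted p ≤ 0.05. DESeq2 called 17 synapse genes lower (Fisher's exact test, adjusted p = 1.6e-13), and its eye calls did not pass the adjusted threshold (adjusted p = 0.807). The replicates of T45D were spread widely for the eye list, with a mean log2 CPM of -1.26, 3.80 and -2.70 in T45D-1, T45D-2 and T45D-3, against 5.57, 4.57 and 5.17 in C45D. The eye list varied in control fish of other ages as well, from -3.23 in C60D-1 to 5.43 in C25D-2, and within C35D from -2.83 to 4.49. From the enriched GO terms, the paper proposes that raised temperature affects light perception and synaptic vesicles.

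**Figure D3:**
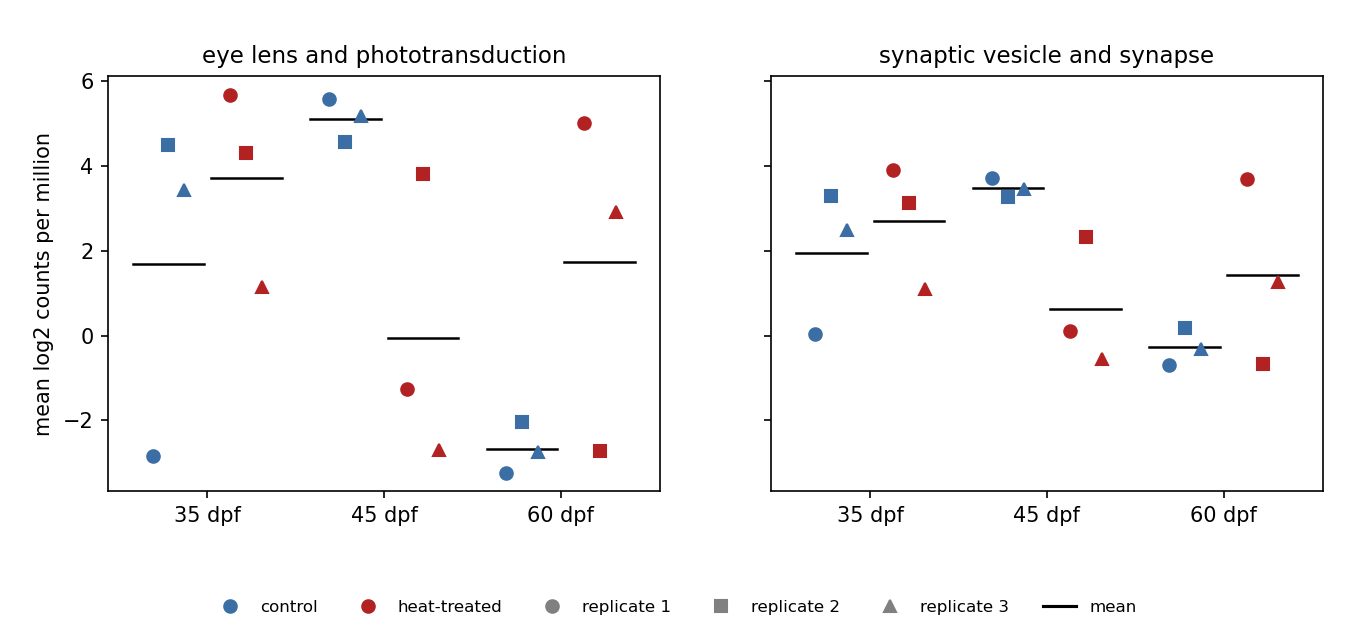
Mean log2 CPM of the eye lens and phototransduction list and of the synaptic vesicle and synapse list in each library, with points for replicates and lines for group means. For the eye list, C60D lies at -3.23, -2.04 and -2.74 and C45D at 5.57, 4.57 and 5.17.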

Genes that were differentially expressed in high-temperature group and control group after sex differentiation were evaluated by identifying DEGs in T60D vs C60D. There were 2921 DEGs, including 2362 up-regulated and 559 down-regulated genes (Fig. 3a). 

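Between T60D and C60D, edgeR called 0 of 18653 genes at the adjusted threshold, with a smallest adjusted p of 0.0545. At an unadjusted p ≤ 0.05, 3001 genes were higher and 1778 lower in T60D, and 3593 and 955 under library size only. DESeq2 called 2510 genes higher and 639 lower. One edgeR fit of all 21 libraries called 1943 genes higher and 1203 lower. Without T60D-1, edgeR called 3920 higher and 2368 lower, and without T60D-2 it called 408 higher and 16 lower. With the replicate number as a block, 0 genes passed, and 1692 were higher and 1381 lower at an unadjusted p ≤ 0.05. The mean correlation of same-numbered T60D and C60D libraries, with each group's mean removed, was -0.193, so same-numbered libraries were not more alike than others. The median log2 fold change over the tested genes was -0.02 with TMM factors, 0.04 with DESeq2's size factors and 0.17 with library size only.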

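At 60 dpf the homologous recombination list had a median log2 fold change of 1.56, with 28 of 32 genes above 0. The DNA replication list had a median of 1.60, with 32 of 35 above 0. edgeR called 0 genes of either list, and 14 homologous recombination genes and 23 DNA replication genes were higher at an unadjusted p ≤ 0.05. DESeq2 called 13 of the former (Fisher's exact test, adjusted p = 3.8e-05) and 12 of the latter (adjusted p = 3.7e-04).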

The GO analysis results of significantly terms were double−strand break repair, ribosome biogenesis (in biological process category), methyltransferase activity, S-adenosylmethionine-dependent methyltransferase activity (in molecular function category), replication fork, chromosomal region (in cellular component category) (Additional file 6c). 

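The ribosome biogenesis list had a median log2 fold change of 1.53 at 60 dpf. Of its 55 tested genes, 53 were above 0 under TMM, under DESeq2's size factors and under library size only. By edgeR 0 were called, and 40 were higher at an unadjusted p ≤ 0.05. DESeq2 called 25 higher (Fisher's exact test, adjusted p = 1.2e-10). The median of this list was 1.44 at 35 dpf and 1.19 at 45 dpf.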

From the above results, it is suggested that ribosome biogenesis, transferase activity and DNA replication process were mainly involved in heat-induced of zebrafish. KEGG enrichment analysis identified top 20 pathways(q < 0.05), including metabolic pathway, phototransduction and steroid biosynthesis (Additional file 6f).

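Of the eye lens and phototransduction list, edgeR tested 19 genes at 60 dpf, with a median log2 fold change of 5.41. All 19 were above 0, 0 were called and 12 were higher at an unadjusted p ≤ 0.05. DESeq2, with its own filter on low counts, called 61 of 83 genes of this list higher (Fisher's exact test, adjusted p = 1.1e-41). The T60D replicates differed in this list, with a mean log2 CPM of 5.01 in T60D-1, -2.71 in T60D-2 and 2.92 in T60D-3. The C60D libraries were low in it, at -3.23, -2.04 and -2.74, so the difference rests on C60D as well. The steroid biosynthesis list had a median of -2.62, with 13 of 20 genes lower at an unadjusted p ≤ 0.05, and DESeq2 called 10 of 21 lower (Fisher's exact test, adjusted p = 2.0e-10). The normalized count of cyp51 was 73.2 ± 109 CPM (mean ± SD, n = 3) in T60D and 642 ± 346 CPM in C60D, a log2 fold change of -3.13 (SE 1.28, adjusted p = 0.187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For hsd17b7 the log2 fold change was -3.31 (SE 1.34, adjusted p = 0.186 from edgeR). The 3 T60D libraries lay below the 3 C60D libraries for both genes. The C60D libraries stood apart from younger controls in the steroid biosynthesis list. Its mean log2 CPM was 7.30, 5.35 and 6.78 in C60D and between 2.26 and 3.92 in the control libraries of other ages. T60D-2 (2.70) and T60D-3 (3.46) lay within that range, and T60D-1 (5.25) above it. The comparison does not tell a fall in T60D from a rise in C60D.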

## Discussion

Temperature represents one of abiotic factors essential for the development and growth of fish species [31, 32]. The sex reversal effects of high temperature were carried out in zebrafish or other fish species. However, previous researches mainly focused on early embryonic period or different expression genes related to sex differentiation in adult [7, 26–28, 33]. While, we performed transcriptome gene expression analysis during the sex differentiation period in zebrafish to investigate the time-course effects of temperature on sex determination.

Numerous studies have shown that DNA damage repair system, heat shock proteins and other factors may effectively respond to heat stress, also known as heat shock response (HSR), which is a defensive adaptive response characterized by changes in gene expression under environmental stress [34–37]. In our study, GO enrichment analysis results at 35dpf and 60dpf showed that processes such as double-strand break repair, DNA polymerase activity and nuclease activity were significantly regulated by heat induction, suggesting that the DNA damage repair system contributes to HSR. In addition, most HSPs are rapidly produced via heat shock factor (HSF)-regulated gene expression in stressed cells during HSR [37, 38]. However, it is worth mentioning that HSP70 and HSP47 were induced by thermal stress, whereas HSP90A, HSP90B and HSF1 were expressed constitutively and not induced by heat stress in zebrafish [31, 39–41]. 

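Whether the heat effect differed between 35 and 60 dpf was tested in one edgeR fit of the 18 libraries at 35, 45 and 60 dpf, over 22204 genes. The effect at 60 dpf differed from that at 35 dpf for 1 gene at the adjusted threshold and for 2282 genes at an unadjusted p ≤ 0.05. Between 45 and 60 dpf, 0 genes passed and 3700 had an unadjusted p ≤ 0.05. Adjusted over the 43 genes of the fixed list in that fit, vtg1, vtg5 and cyp19a1b passed between 45 and 60 dpf (adjusted p = 0.0434 for each, from edgeR), and none passed between 35 and 60 or between 35 and 45 dpf. The vitellogenin differences rest on T60D-3, with 94613 CPM for vtg1 and 23440 CPM for vtg5, where the other T60D libraries had at most 6.39 CPM. RSEM divides reads that fit several paralogs, so how reads were split between the vitellogenin genes is uncertain. For cyp19a1b, T60D-2 at 0.689 CPM lay below the C60D libraries and T60D-1 had 37.5 CPM. Between 35 and 45 dpf, 0 passed and 1732 had an unadjusted p ≤ 0.05. From the processes enriched at 35 and 60 dpf, the paper proposes that the DNA damage repair system contributes to the heat shock response.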

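In T45D the hsp90aa1.2 gene had a log2 fold change of -0.72 (SE 0.28, adjusted p = 0.305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In T60D it was 0.37 (SE 0.89, adjusted p = 0.791 from edgeR). The effect at 45 dpf was lower than that at 35 dpf by a log2 difference of -3.67 (SE 0.93, adjusted p = 0.608 over all genes and 0.0556 over the 43 genes of the fixed list in that fit, from edgeR's test of the difference). With the replicate number as a block the value at 60 dpf was -0.05, at a mean same-number correlation of -0.193, and with the sequencing yield as a covariate it was -0.08. The hsp70l gene had log2 fold changes of 3.62 at 45 dpf (adjusted p = 0.223 from edgeR) and 2.88 at 60 dpf (adjusted p = 0.179 from edgeR), and DESeq2 called it at 45 dpf (adjusted p = 0.0133). Leaving out 1 library at a time, the hsp70l value ran from 1.89 to 4.14 at 45 dpf and from 0.91 to 3.71 at 60 dpf. For hspbp1 the log2 fold changes were 0.80 at 45 dpf and 1.75 at 60 dpf. The value for hspbp1 at 45 dpf became -0.11 without T45D-2. For hspa4l the log2 fold change was -2.56 at 45 dpf (SE 0.58, adjusted p = 0.213 from edgeR) and 1.78 at 60 dpf (SE 1.16, adjusted p = 0.343 from edgeR). The 3 T45D libraries lay below the 3 C45D libraries for hspa4l, and DESeq2 called it lower (adjusted p = 0.0149). The difference in its effect between 45 and 60 dpf was 4.48 (SE 1.47, adjusted p = 0.140 from edgeR). Another member of the family, hsp70.1, had log2 fold changes of 2.83, 3.60 and 3.16 at 35, 45 and 60 dpf, its groups did not overlap at any of the 3 ages, and DESeq2 called it at each (adjusted p = 0.00254, 0.00283 and 4.1e-08).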

Interestingly, we observed that exposure to thermal increased the transcript levels of *hsp90a*, *hsp70l* and *hspbp1*, and decreased *hsp4l*, suggesting that HSPs are also involved in other biological processes.

Previous evidence suggests that pathways such as HSR, FA pathway and cytochrome P450 are critical in gonadal differentiation [7, 8, 39, 42–44]. First of all, HSR-related factors such as HSP90A, HSPBP1, HSP4l and HSF5 are involved in spermatogenesis and fertilization in mammals [45–48]. Particularly, HSP90 is a major molecular chaperones that even mediated estrogen receptor α (ERα) methylation and repressed the ERα activity [49]. Our data support the works in Nile tilapia and American alligator that the HSPs may play multiple roles in TSD, but further research is needed [12, 13].

Furthermore, several gonadal development-related pathways were upregulated in heat-exposed zebrafish compared to normal group, including FA pathway, oocyte meiosis, progesterone-mediated oocyte maturation, cell cycle and homologous recombination. 

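The uhrf1 gene had a normalized count of 42.7 ± 23.5 CPM (mean ± SD, n = 3) in T35D and 13.4 ± 3.84 CPM in C35D, and the groups did not overlap. Its log2 fold change was 1.67 at 35 dpf (SE 0.53, adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0766 from DESeq2). At 45 dpf it was 0.85 (SE 0.71), and -0.40 without T45D-2. At 60 dpf it was 1.08 (SE 0.48, adjusted p = 0.209 from edgeR). The fancf gene had too few counts to be tested by edgeR at 45 dpf, where T45D-2 had 18.6 CPM and the other 5 libraries at most 0.616 CPM. At 60 dpf its log2 fold change was 3.73 (SE 1.23, adjusted p = 0.153 from edgeR, and 0.0100 from DESeq2).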

We focused on the FA pathway and discovered that the expression of *uhrf1*, *fancf* and other 11 genes were raised in heat-temperature compared to normal temperature. Surprisingly, we detected a significant increase in the expression level of FA signaling pathway after heat stress, which is reported for the first time. 

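Over the Fanconi anemia list as a whole, the median log2 fold change was 1.28 at 45 dpf and 1.52 at 60 dpf. It was above 0 in 44 of 45 tested genes at 45 dpf (40 under library size only) and in 45 of 47 at 60 dpf. Leaving out 1 library at a time, the median ran from 0.07 to 1.85 at 45 dpf and from 1.28 to 1.92 at 60 dpf. By edgeR 0 genes of the list were called at these ages, and 3 and 21 were higher at an unadjusted p ≤ 0.05. DESeq2 called 0 at 45 dpf and 11 at 60 dpf (Fisher's exact test, adjusted p = 0.0229).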

What’s more, previous studies have shown that there is crosstalk between FA pathway and cell cycle and homologous recombination pathway, even playing an important role in gonads sterility and sex-reversion [42–44]. Therefore, we hypothesize that the FA signaling pathway may play an important role in heat-exposed masculinization in collaboration with other signaling pathways.

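The mean log2 CPM of the Fanconi anemia list was 2.00, 4.12 and 4.61 in T35D-1, T35D-2 and T35D-3. It was 1.81, 4.12 and 1.39 in T45D and 2.09, 4.22 and 4.45 in T60D. The control libraries lay between 1.45 and 2.68. From the increase of this pathway after heat stress and from earlier studies that tie it to the cell cycle, homologous recombination and sex reversal, the paper hypothesizes that the Fanconi anemia pathway may have a part in masculinization by heat together with other pathways.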

In many organisms, genome-wide methylation level in testis (or ovaries) are significantly higher in the hyperthermia group than in the normal group, and epigenetic remodeling is widely believed to play a crucial role in heat-induced masculinization [4, 5, 9, 10, 50]. However, these works focused on differentially expressed genes in sexually mature individuals, and no significant difference was detected in *dnmts* gene expression. Nevertheless, in this study, we tracked DEGs during gonadal differentiation and found the expression level of the DNA methyltransferase genes *dnmt1* and *dnmt3bb.2* were up-regulated under heat temperature at 35, 45 and 60 dpf, consistent with the results of Dorts et al [51] Strangely, the results of Ribas et al. showed that *dnmt3bb.2* was downregulated after high temperature treatment [28], opposite to our results, which may be related to acute heat treatment or chronic heat treatment. 

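At 45 dpf, dnmt1 had 773 CPM in T45D-2, 13.4 in T45D-1 and 8.20 in T45D-3, and the C45D libraries had 14.9, 16.8 and 15.0 CPM. Its log2 fold change at this age was 4.09 (SE 1.72, adjusted p = 0.316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.51 without T45D-2. For dnmt3bb.2 it was 3.55 (SE 1.51, adjusted p = 0.320 from edgeR), and -0.31 without T45D-2. At 60 dpf the log2 fold change of dnmt1 was 3.68 (SE 1.08, adjusted p = 0.147 from edgeR, and 0.00405 from DESeq2). That of dnmt3bb.2 was 4.28 (SE 1.25, adjusted p = 0.146 from edgeR, and 0.00217 from DESeq2). T60D-1, at 19.7 CPM for dnmt1, lay below the C60D libraries. The heat-treated libraries high in dnmt1 were T35D-2 (483 CPM), T35D-3 (1108), T45D-2 (773), T60D-2 (635) and T60D-3 (393). Genes that mark oocytes were high in these same libraries and in no control library. A different content of oocyte RNA in the whole-body pools may therefore account for the higher dnmt1, and heat cannot be told apart from it here. Among the genes of the fixed list, 0 of 38 at 45 dpf and 18 of 40 at 60 dpf had an adjusted p ≤ 0.05 when adjusted over those genes alone, against 0 at both ages over all genes. Groups did not overlap in 10 of the 38 at 45 dpf and 5 of the 40 at 60 dpf, where 10% would by chance.

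**Figure D4:**
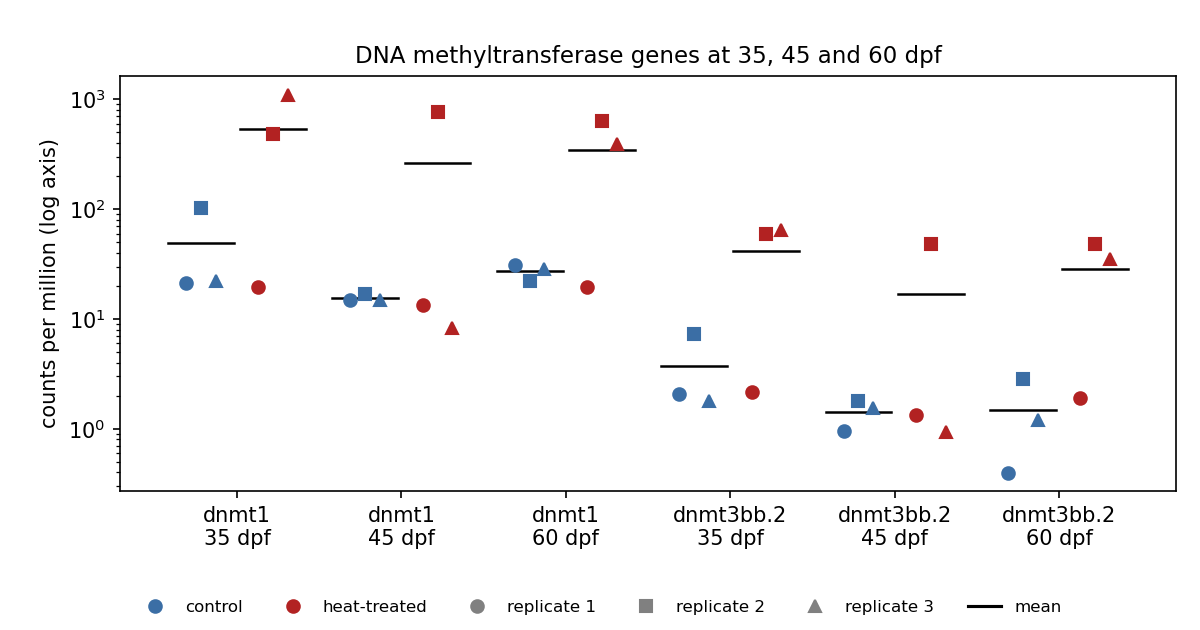
Normalized counts (CPM), on a log axis, of dnmt1 and dnmt3bb.2 in the control and heat-treated libraries at 35, 45 and 60 dpf, with points for replicates and lines for means. For dnmt3bb.2 at 45 dpf, T45D-2 lies at 48.2 CPM and the other 5 libraries lie at or below 1.79 CPM.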

At present, DNMT3A and DNMT1 have been found the effect on fertility by programming the methylation patterns of germ cells via cell cycle process in mammal [52–54]. So, what’s the role of *dnmts* in heat-induced masculinization in zebrafish? Is there an (direct or indirect) interaction between DNA methyltransferase and histone methylation in high-temperature sex reversal? Whole Genome Bisulfite Sequencing approaches combined with classical reverse genetic methods are needed to reveal these questions.

## Conclusions

In our study, we present the RNA-seq analysis to learn the mechanism of heat-induced masculinization in zebrafish. Our data demonstrated elevated temperature during the temperature sensitive period leads to an increase in male ratio in domesticated zebrafish, supporting a GSD + TE sex determination. We also show that normal ovarian development is somewhat inhibited in individuals exposed to high temperature. Strikingly, we detected DNA methyltransferase genes (*dnmt1* and *dnmt3bb.2*) and FA pathway were significantly upregulated after heat treated for the first time. These results provide insights into heat-induced sex reversal and help us further understanding the mechanisms of vertebrata sex determination.

## Methods

### Fish and ethics statement

The AB strain were maintained in a glass aquarium with a circulating water system at 28 ± 0.5 °C, with photoperiods of 14 L-10D. All procedures were approved by the Animal Care and Use Committee of Hunan University of Science and Technology. Fish were maintained and conducted in compliance with the ARRIVE guideline [27].

### Embryo collection and thermal treatment

In order to avoid the influence of different families on the sex ratio, 21 fish (14 females and 7 males) from the same family mating took place spontaneously in spawning tanks. Fertilized eggs were collected and separated in Petri dishes and maintained at 28 ± 0.5 °C. Eggs hatch at 3 dpf and total 1200 larvae were divided into 2 groups as follows. The control group was kept at 28 °C, whereas the thermal treatment group was exposed to 35 °C for 10 days during 25–35 dpf. And each group had three biological replicates. In order to avoid the effect of high density on gonad differentiation, the number of fish in each 5-liter tank was 50–55. After the treatment, fish were returned at 28 °C until the fish reached to sexual maturity (90 dpf).

### The GSI and histological analysis in fish

Dissected gonads from 20 adult individuals of each group at 90 dpf were analyzed. First, their gonads were removed and weighed immediately. The GSI was calculated as the ratio of gonad (W_g_) to the total fish weight (W), expressed as a percentage, GSI = [(W_g_ /W) × 100]. Then, gonads were fixed in 4% paraformaldehyde for 24 h at room temperature, washed in phosphate buffered saline, dehydrated in an ascending gradient of ethanol concentrations, cleared in xylene and embedded. 14 μm thick sections were cut and flatted on glass slides, stained with haematoxylin and eosin and sealed with neutral resin. Sections were examined with a light microscope and images were captured.

### Total RNA extraction

5–15 fish were collected at 25, 35, 45 and 60 dpf. Three independent biological replicates were processed at each time node and temperature. Thus, 21 samples labeled as C25D-1 ~ 3, C35D-1 ~ 3, C45D-1 ~ 3, C60D-1 ~ 3, T35D-1 ~ 3, T45D-1 ~ 3, and T60D-1 ~ 3 were acquired. Total RNA for each sample was extracted from the whole body of fish using Trizol (Invitrogen, USA) according to manual instruction. About 60 mg of tissues were ground into powder by liquid nitrogen in a 2 mL tube, followed by being homogenized for 2 minutes and rested horizontally for 5 minutes. The mix was centrifuged for 5 minutes at 12,000×g at 4 °C, then the supernatant was transferred into a new EP tube with 0.3 mL chloroform/isoamyl alcohol (24:1). The mix was shacked vigorously for 15 s, and then centrifuged at 12,000×g for 10 minutes at 4 °C. After centrifugation, the upper aqueous phase where RNA remained was transferred into a new tube with equal volume of supernatant of isopropyl alcohol, then centrifuged at 13600 rpm for 20 minutes at 4 °C. After deserting the supernatant, the RNA pellet was washed twice with 1 mL 75% ethanol, then the mix was centrifuged at 13600 rpm for 3 minutes at 4 °C to collect residual ethanol, followed by the pellet air dry for 5–10 minutes in the biosafety cabinet. Finally, 25–100 μL of DEPC-treated water was added to dissolve the RNA. Subsequently, total RNA was qualified using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, USA).

### mRNA library construction

Oligo (dT)-attached magnetic beads were used to purified mRNA. Purified mRNA was fragmented into small pieces with fragment buffer at appropriate temperature. Then first-strand cDNA was generated using random hexamer-primed reverse transcription, followed by a second-strand cDNA synthesis. Afterwards, A-Tailing Mix and RNA Index Adapters were added by incubating to end repair. The cDNA fragments obtained from previous step were amplified by PCR, and products were purified by Ampure XP Beads, then dissolved in EB solution. The product was validated on the Agilent Technologies 2100 bioanalyzer for quality control. The double stranded PCR products from previous step were heated denatured and circularized by the splint oligo sequence to get the final library. The single strand circle DNA (ssCir DNA) was formatted as the final library. The final library was amplified with phi29 to make DNA nanoball (DNB) which had more than 300 copies of one molecular, DNBs were loaded into the patterned nanoarray and single end 50 bases reads were generated on BGISEQ-500 platform (BGI-Shenzhen, China).

### RNA-sequencing data analysis

The sequencing data was filtered with SOAPnuke (v1.5.2) [55] by removing reads containing sequencing adapter; removing reads whose low-quality base ratio (base quality less than or equal to 5) is more than 20%; removing reads whose unknown base (‘N’ base) ratio is more than 5%, afterwards clean reads were obtained and stored in FASTQ format. The clean reads were mapped to the reference genome using HISAT2(v2.0.4) pipeline [56]. Bowtie2 (v2.2.5) [57] was applied to align the clean reads to the reference coding gene set (GCF_000002035.6_GRCz11), then expression level of gene was calculated by RSEM (v1.2.12) [58]. Essentially, differential expression analysis was performed using the DESeq2(v1.4.5) [59] with Q value ≤0.05. To take insight to the change of phenotype, GO (http://www.geneontology.org/) and KEGG (https://www.kegg.jp/) enrichment analysis of annotated DEGs were performed by Phyper (https://en.wikipedia.org/wiki/ Hypergeometric_distribution) based on Hypergeometric test. The significant level of terms and pathways were corrected by Q value with a rigorous threshold (Q value≤0.05) by Bonferroni [60].

### Validation of transcriptome data by real-time PCR

To verify accuracy of the transcriptome data, qRT-PCR analyses were performed using samples from 35, 45 and 60 dpf. Twenty candidate genes with key functions in cell cycle, oocyte meiosis and homologous recombination were randomly selected for qRT-PCR analysis. Total RNAs were reverse transcribed into cDNAs with the Primescript™ RT reagent kit (Takara, Japan). The PCR reaction system comprised the following ingredients: 10 μl 2 × SYBR Green PCR master Mix (Biorad, China), 1 μl of each primer, 2 μl of template cDNA, and 6 μl of RNase-free ddH2O. The cycling program was carried out under the following protocol: 95 °C for 1 min, 40 cycles with each cycle for 15 s at 95 °C, 15 s at 60 °C, and 30 s at 72 °C, before finally ramping from 65 to 95 °C at 0.5 °C per 5 s to generate a melting curve demonstrated no dimer primers, nor unwanted additional PCR products. The zebrafish *eef1a1l1* and *β2m* genes were selected as the control genes. Each qRT-PCR experiments was repeated three times. The relative expression levels of 20 genes in different samples were calculated using the 2^-ΔΔCT^ method among three biological replicates. The primers employed were listed in the Additional file 4.

### Statistical analyses

GraphPad Prism 8 was used to analyze all statistical data and make the graphs. Data are presented as the mean ± SEM. Differences between experimental group were made by independent sample T-test. Then the Pearson’s correlation analysis for the data of RNA-seq and qRT-PCR was performed. The statistical significance was declared at *P* < 0.05, *P* < 0.01 or *P* < 0.001.

## Supplementary Information

**Additional file 1 **Summary statistics of the transcriptome sequencing of *D. rerio*.

**Additional file 2.** Type of heat effect on gene in juveniles at 35, 45 and 60 dpf.

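Additional file 2 lists log2 fold changes of heat-treated against control fish for genes of DNA methylation, the Fanconi anemia pathway, heat shock and gonadal development at each age. edgeR tested the genes of 74 of its values. The edgeR log2 fold changes had the same sign as the paper's in all 74, with a median absolute difference of 0.09 and a largest of 0.14. DESeq2 gave 84 values, with a median absolute difference of 0.00114 and a largest of 0.05.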

**Additional file 3.** RNA-Seq and qRT-PCR validation results.

**Additional file 4.** Gene symbols, Refseq IDs and primer sequences for all genes used in qPCR.

**Additional file 5 Fig. S1.** The person’s correlation coefficient between RNA-Seq and qRT-PCR.

**Additional file 6 Fig. S2.** Enriched GO terms and KEGG pathways.

## Data Availability

The complete clean data have been uploaded to NCBI’s Gene Expression Omnibus (GEO) with accession number GSE201748 (https://www.ncbi.nlm.nih.gov/geo/).

## Abbreviations

DEGs: Differentially expressed genes
DPF: Days post-fertilization
HSPs: Heat shock proteins
DNMTs: DNA methyltransferases
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FA: Fanconi anemia
GSD: Genetic sex determination
TSD: Temperature-dependent sex determination
GSD + TE: GSD plus temperature effects
GSI: Gonadosomatic index
HSR: Heat shock response
HSF: Heat shock factor
ERα: Estrogen receptor α

# Supplementary material for: Comparative transcriptome analysis of heat-induced domesticated zebrafish during gonadal differentiation
**Source:** BMC Genom Data. 2022 May 31;23:39. doi: 10.1186/s12863-022-01058-6
**Supplement:** Supplementary file 5 — Additional file 5 Fig. S1. The person’s correlation coefficient between RNA-Seq and qRT-PCR.

Additional file 5. The person's correlation coefficient between RNA-Seq and qRT-PCR.

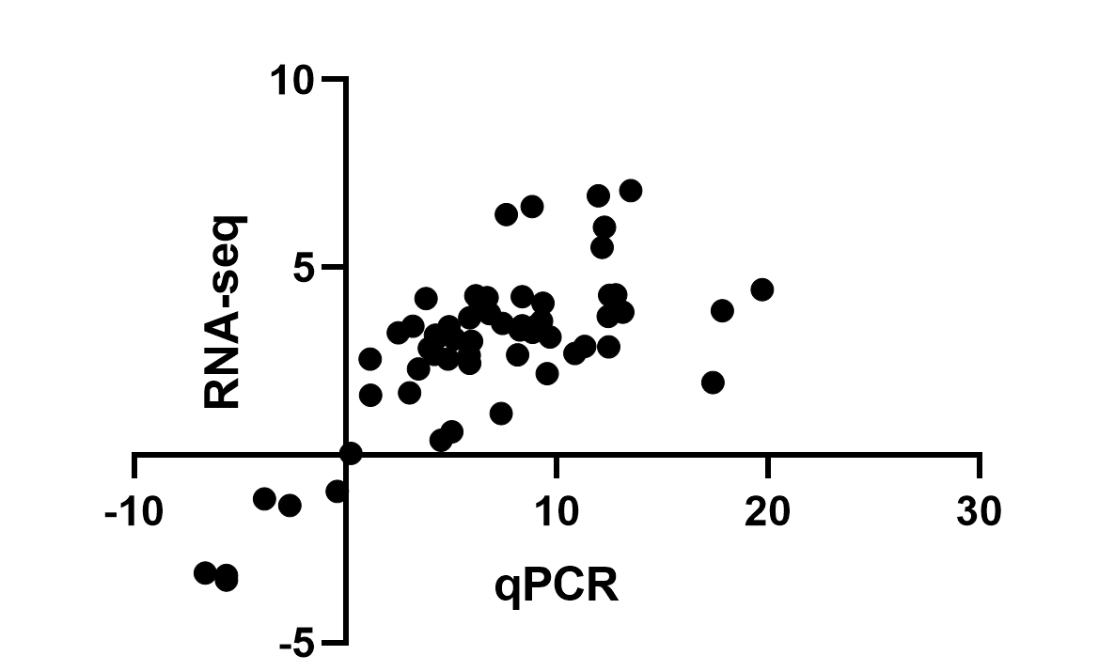

Additional file 5. The person's correlation coefficient between RNA-Seq and qRT-PCR. Pearson correlation coefficients were used to calculate the expression correlation of 20 genes at 35, 45, and 60 dpf for RNA-seq and qRT-PCR (r=0.73, p-value<0.0001).

# Supplementary material for: Comparative transcriptome analysis of heat-induced domesticated zebrafish during gonadal differentiation
**Source:** BMC Genom Data. 2022 May 31;23:39. doi: 10.1186/s12863-022-01058-6
**Supplement:** Supplementary file 6 — Additional file 6 Fig. S2. Enriched GO terms and KEGG pathways.

Additional file 6. Enriched GO terms and KEGG pathways.

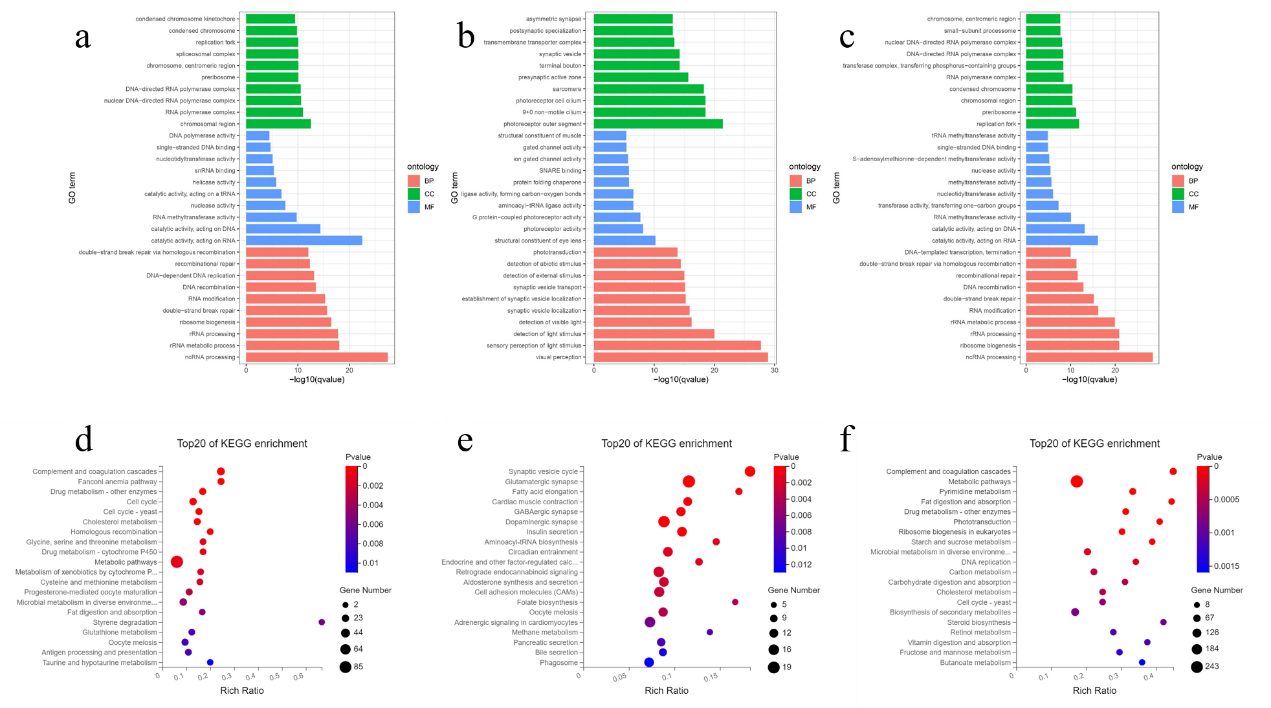

Additional file 6. Enriched GO terms and KEGG pathways. Top 10 statistics of GO enrichment analysis of DEGs in zebrafish upon heat-induced. GO analysis of DEGs between high temperature and normal temperature treatments at 35dpf (a), 45dpf (b) and 60dpf (c). The DEGs caused by high temperature matched various GO categories, including biological process (BP), cellular component (CC), and molecular function (MF). The x-axis indicates the degree of enrichment and the y-axis indicates the GO terms. Top 20 statistics of pathway enrichment based on the DEGs. Bubble diagram of KEGG pathway enrichment statistics after heat-induced in zebrafish at 35dpf (d), 45dpf (e) and 60dpf (f). Rich Radio is the ratio of differentially expressed gene numbers noted in this pathway term to all gene numbers noted in this pathway term, greater Rich Radio means greater intensiveness, and the less P-value means greater intensiveness. The size of the bubbles indicates the number of DEGs enriched in each pathway.

How the deposited data were processed for this re-analysis (not part of the article)

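RNA was taken from whole zebrafish of 7 groups, each with 3 biological replicates, and sequenced on the BGISEQ-500 platform in single-end reads. Control fish were sampled at 25, 35, 45 and 60 dpf, and fish held at 35 °C from 25 to 35 dpf were sampled at 35, 45 and 60 dpf. Groups and replicate numbers were taken from the names the authors gave to the libraries.

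The authors filtered the reads with SOAPnuke, aligned them with Bowtie2 to the coding genes of the zebrafish reference and estimated an expected count per gene with RSEM. The deposited expected counts are not normalized. The authors also deposited an FPKM value per gene, scaled by gene length and library size. FPKM values entered no test. They were checked against the counts in 7486 genes, where the ratio of FPKM to CPM had a median coefficient of variation of 0.00496 across libraries. The deposited tables list genes by number, and 24087 of the 26225 were given a symbol from the RefSeq gene list, with 1 more named from Additional file 2.

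Expected counts were rounded to whole numbers. Totals per library ran from 11875451 to 16471169. At these totals, 3 counts corresponded to between 0.182 and 0.253 CPM, and fold changes against a group at or under 3 counts were not given. Each heat-treated group was compared with the control group of its age by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The CPM values printed for genes use the TMM factors of the 6 libraries of the comparison. The mean log2 CPM values of gene lists use the factors of all 21 libraries and a prior count of 0.5.

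The same scheme was tested on simulated data with 200 genes changed by known amounts. At the spread observed between replicates at 35, 45 and 60 dpf, edgeR called 64, 54 and 58 of the 200, with 5 false calls each time, and DESeq2 called 133, 121 and 112, with 82, 104 and 90 false calls. At a low spread (dispersion 0.02), both called at least 198. The simulated genes varied independently, while real genes varied together, with an estimated correlation of 0.795 in the Fanconi anemia list at 35 dpf. The simulation therefore does not give the rate of true or false calls in the real comparisons.

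Gene lists for 18 processes were written by hand from general knowledge, since no pathway database was used. They were compared with the called genes by a one-sided Fisher's exact test, and by limma's camera (limma 3.58.1) as an alternative. The named genes are those in Additional files 2 and 3, those named in the Results and Discussion, 5 sex genes of Additional file 4, and in each comparison the 5 genes with the largest log2 fold change among those past the threshold whose groups do not overlap. That last part added none, since edgeR made 0 calls. The rule gave 45 genes, of which 1 is not reported here on its own. The paper's fanco was taken as rad51c, hsp90a as hsp90aa1.2 and hsp4l as hspa4l.

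The heat effects at different ages were compared in one edgeR fit of 18 libraries. C35D was also compared with C25D, although the paper does not compare these groups. Correlations carry permutation p-values from 100000 permutations. The replicate numbers do not state a pairing. The mean correlation of same-numbered libraries, after each group's mean was removed, was -0.0526 at 35 dpf, -0.0938 at 45 dpf, -0.193 at 60 dpf and 0.151 between C35D and C25D, and a block for the replicate number was used as an alternative.

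The alternatives tried were DESeq2 1.42.0, DESeq2's size factors in edgeR, library size only, no filter on counts, a minimum of 10 counts in all 6 libraries, the replicate block, one fit of all 21 libraries, an added threshold of 1 on the absolute log2 fold change, an unadjusted p ≤ 0.05, the sequencing yield as a covariate, and leaving out each library in turn. DESeq2 without its Cook's distance filter, without its independent filter, or without both, and camera with the replicate block, were added after the data were seen, as was camera for the Fanconi anemia list. The combinations of DESeq2 filters were tried while comparing the counts with those the paper reports. Sex ratios, gonad histology and the qRT-PCR measurements themselves were not analysed here.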

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

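The tests of nfil3, of the oocyte marker genes and of C35D against C25D rest on comparisons chosen before the data were examined, except the criterion that a covariate should take away most of a median, which was chosen after the covariate fits were seen. The genes named here for C35D against C25D, and nfil3, were chosen after their values were seen.

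The effect of heat on nfil3 differed between 60 and 35 dpf, with a log2 difference of -2.89 (SE 0.37, adjusted p = 0.0259 from edgeR). Its log2 fold change was 0.65 at 35 dpf, -0.71 at 45 dpf and -2.46 at 60 dpf. The difference was -2.97 with DESeq2's size factors (adjusted p = 0.0155), -2.88 with no filter on counts (adjusted p = 0.0459) and -2.93 with library size only (adjusted p = 0.138). When the libraries of each age were assigned to heat and control in 50 ways, the real assignment included, 3 of the 50 gave at least 1 gene for 60 against 35 dpf. For 60 against 45 dpf and for 45 against 35 dpf, where the real assignment gave 0 genes (3700 and 1732 at an unadjusted p ≤ 0.05), all 50 of the 50 gave at least that many, which a count of 0 fixes in advance and which carries no information. The counts at an unadjusted p were not set against other assignments. A share of 3 in 50 does not separate the nfil3 difference from one that random assignments give, so a change of the heat effect with age may or may not lie behind it.

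Oocyte marker genes, from a list written before the data were examined, had a mean log2 CPM of 9.08 in T35D-2, 9.27 in T35D-3, 8.81 in T45D-2, 8.46 in T60D-2 and 8.62 in T60D-3. The highest control library was C35D-2 at 6.01. The other heat-treated libraries had -0.75 (T35D-1), -3.06 (T45D-1), -0.27 (T45D-3) and -2.02 (T60D-1), below C35D-2. The paper does not report these genes. The 5 high libraries are also those with the highest Fanconi anemia scores. They had the highest scores of the homologous recombination, DNA replication, ribosome biogenesis and DNA methyltransferase lists as well. A candidate explanation for the higher Fanconi anemia and cell cycle genes is a different content of oocyte RNA in the whole-body pools. In the 12 control libraries, with group means removed, r between the oocyte marker and Fanconi anemia scores was 0.638 (permutation p = 0.0793, adjusted p = 0.0849 over 15 relations), with rho = 0.636 (permutation p = 0.0527). Without the 2 farthest libraries r was 0.395, so the relation rests on those libraries. It was 0.499 in the 7 control libraries of the higher sequencing yield, and the 5 of the lower yield were too few. For the cell cycle score r was 0.675 (permutation p = 0.0863, adjusted p = 0.0863), with rho = 0.539 (permutation p = 0.160), and 0.382 without the 2 farthest. Neither correlation passed the threshold. The heat-treated libraries fall into separate clusters for the oocyte markers, so no r is given for them or for all 21 libraries together. Pooled over those clusters the relations passed the threshold.

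With the oocyte marker score as a covariate in one fit of 18 libraries, the median log2 fold change of the Fanconi anemia list went from 1.68 to 1.03 at 35 dpf, from 1.11 to 0.021 at 45 dpf and from 1.499 to -0.12 at 60 dpf. For the cell cycle list it went from 1.35 to 0.80, from 0.98 to -0.13 and from 1.30 to -0.22. At 35 dpf, 35 of 48 Fanconi anemia genes were higher at an unadjusted p ≤ 0.05 with the covariate and 29 without, and 39 of 89 cell cycle genes against 29. Over all genes, the number past the adjusted threshold at 35 dpf went from 0 without the covariate to 967 with it (4324 and 5460 at an unadjusted p ≤ 0.05), at 45 dpf it was 0 both times (2713 and 2049), and at 60 dpf it went from 52 to 1. These results at 35 dpf go against oocyte RNA content as the whole explanation, but a covariate that acts linearly on a log score can leave a remainder, and T35D-1, without high oocyte markers, had a Fanconi anemia score of 2.00, within the control range of 1.45 to 2.68. The fit thus leaves open whether oocyte RNA content accounts for the whole of the difference at that age. At 45 and 60 dpf the lists could not be told apart from oocyte RNA content. The covariate is itself high in 5 of the 9 heat-treated libraries and in no control library, so the fit cannot say whether heat changed the oocytes or the pools differed in the fish they held. The paper reports a higher share of males after heat, by which less oocyte RNA would be expected in heat-treated pools, not more. The labels do not give the sex of the pooled fish, so this contrast stays unexplained. With the sequencing yield as a covariate, the number of Fanconi anemia and cell cycle genes higher at an unadjusted p ≤ 0.05 went from 93 to 78 at 35 dpf, from 11 to 1 at 45 dpf and from 62 to 49 at 60 dpf. At 45 dpf the yields were balanced, with 2 libraries of the lower and 1 of the higher yield in each group, and the T45D library of the higher yield was T45D-2, so that drop does not separate the yield from T45D-2 alone. Heat remains a possible explanation, and no test here separates it from the make-up of the pools.

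Between C35D and C25D, which the paper does not compare, edgeR called 48 genes, 37 higher and 11 lower in C35D, and 5370 had an unadjusted p ≤ 0.05. Same-numbered libraries were positively correlated here, with a mean of 0.151 against -0.0753 for the others, and with the replicate number as a block edgeR called 274. Among the 48 were per1b (log2 fold change -2.20), per2 (-1.58), cyp7a1 (1.62), nid2b (5.02) and scpp7 (8.79). Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and of the 4 splits that part every same-numbered pair it was again 1. The same holds for the count at an unadjusted p ≤ 0.05 (1 of 10 and 1 of 4) and for DESeq2 without its filters (1 of 10 and 1 of 4), where the other splits gave at most 7 genes against 2399. The other splits gave 0 genes at the adjusted threshold and at most 1111 at an unadjusted p ≤ 0.05. The smallest share that 10 splits can give is 0.1, so they rank the real split first but cannot rule out random grouping. The call count went from 0 to 3230 over the 6 fits that each left out 1 library. Growth from 25 to 35 dpf is a biological explanation the design offers. C35D-2 was the only library of the lower sequencing yield in this comparison. Without it, all libraries had 50.83 M raw reads, and edgeR called 3230 genes. That argues against the yield as the source of those calls, but the count does not say whether the 48 are among them. Differences in the make-up of the pools were not tested for this comparison.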

How the results depend on the processing

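The counts of DEGs by direction, the shared DEGs and the gene lists moved with the count test and with the libraries in the fit, and the cause was not tested. DEGs at the adjusted threshold with DESeq2 numbered 1051 higher and 619 lower at 35 dpf, 158 and 519 at 45 dpf and 2510 and 639 at 60 dpf, where edgeR gave 0. At an unadjusted p ≤ 0.05 edgeR gave 3184 and 1683, 1058 and 2115, and 3001 and 1778. One fit of all 21 libraries gave 0 higher and 1 lower at 35 dpf, 0 at 45 dpf, and 1943 higher and 1203 lower at 60 dpf. Library size only gave 9 higher at 60 dpf and 0 elsewhere. DESeq2's size factors, no filter on counts, a minimum of 10 counts, the added log2 threshold, the replicate block and the sequencing yield covariate each gave 0 in every comparison (at an unadjusted p ≤ 0.05, 4506, 3270 and 4903 genes with DESeq2's size factors, and 3039, 1841 and 3073 with the replicate block). The mean correlations of same-numbered libraries were -0.0526, -0.0938 and -0.193.

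Across the 6 fits that each left out 1 library, DEGs higher ran from 0 to 3952 at 35 dpf, from 0 to 248 at 45 dpf and from 0 to 3920 at 60 dpf, and DEGs lower from 0 to 2690, from 0 to 1416 and from 0 to 2368. The highest values came without T35D-1, T45D-2 and T60D-1.

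The following DESeq2 settings were chosen after seeing the data, while comparing counts with those in the paper. Without the Cook's distance filter DEGs numbered 1053 higher and 622 lower, 471 and 647, and 2551 and 639 at 35, 45 and 60 dpf. Without the independent filter they numbered 679 and 487, 117 and 410, and 2337 and 560. Without both they numbered 679 and 489, 432 and 568, and 2367 and 562, and with the expected counts rounded down 681 and 487, 435 and 584, and 2370 and 561. DEGs shared by all 3 comparisons went from 0 with edgeR to 21 with DESeq2, 71 with DESeq2 without both filters and 356 at an unadjusted p ≤ 0.05, and stayed at 0 with the replicate block, all 21 libraries and the log2 threshold.

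For the Fanconi anemia list, the adjusted p of 1 with edgeR, which its 0 calls fix in advance, became 3.7e-17 at 35 dpf and 0.0229 at 60 dpf with DESeq2, 4.6e-24 and 2.1e-05 at an unadjusted p ≤ 0.05, and 3.2e-07 at 35 dpf with DESeq2 without both filters (0.102 at 60 dpf). Leaving out 1 library, it ran from 1.3e-20 to 1 at 35 dpf and from 3.4e-13 to 1 at 60 dpf, and was 1 in each of the 6 fits at 45 dpf. By camera it was 2.2e-10, 2.4e-06 and 1.3e-07 at 35, 45 and 60 dpf, and with the replicate block 3.0e-11, 1.1e-07 and 5.0e-10. Camera assumed its default correlation between genes, 0.01, while that estimated for this list was 0.795, 0.802 and 0.738. With the estimated values the unadjusted camera p was 0.189, 0.322 and 0.252, so the small values rest on the assumed correlation. Fisher's exact test assumes independent genes, so its small p-values have the same limit.

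Of the 51 tests of the other gene lists, which gave 0 past the threshold with edgeR, 26 passed with DESeq2, 29 with DESeq2 without both filters, 36 with camera and 37 with camera and the replicate block, and 0 with library size only or with the replicate block in edgeR. The fat digestion and absorption list at 45 dpf changed direction by camera (adjusted p = 0.649) and by camera with the replicate block (adjusted p = 0.331). Of the genes whose heat effect differed between 35 and 60 dpf, the 1 found with edgeR was no longer past the threshold with library size only, which gave 0 (2011 at an unadjusted p ≤ 0.05). Between C35D and C25D, the 48 genes became 20 with library size only, 274 with the replicate block, where the mean correlation of same-numbered libraries was 0.151, 2681 with DESeq2, and from 0 to 3230 leaving out 1 library. The correlation of RNA-seq with qPCR moved by less than its bootstrap SD of 0.163 with Spearman's rho, with DESeq2 and at each age on its own, but by more at each age without the 2 farthest pairs (0.468, 0.287 and 0.213 against 0.662).

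Among the named genes, 114 results were tested and 18 were not for want of counts. None passed with edgeR over all genes, 74 had an unadjusted p ≤ 0.05, 48 passed with DESeq2, 54 with DESeq2 without both filters and 8 in the fit of all 21 libraries. Among the fits that left out 1 library, 600 kept their direction and side of the threshold, 62 passed it and 22 reversed. DESeq2's size factors, library size only and no filter changed neither the direction nor the side of the threshold for any of the 114. Results that reversed were dmrt1 at 45 dpf with the replicate block (-0.15), and hsp90aa1.2 at 60 dpf with the replicate block (-0.051) and with the sequencing yield covariate (-0.079). Leaving out 1 library, the log2 fold change at 35 dpf ran from -4.83 to 0.38 for vtg1, from -0.80 to 0.11 for cyp19a1b and from -0.20 to 1.70 for cyp51. At 45 dpf it ran from -0.51 to 4.77 for dnmt1, from -0.31 to 4.22 for dnmt3bb.2, from -0.40 to 1.37 for uhrf1, from -0.60 to 2.77 for mcm5, from -0.042 to 4.77 for cdc6, from -0.38 to 4.24 for cdc20, from -0.45 to 0.94 for dmrt1, from -0.10 to 2.80 for kif22, from -0.49 to 3.26 for e2f5, from -0.40 to 3.90 for cdc45, from -0.19 to 7.01 for ccnb2 and from -0.11 to 1.21 for hspbp1, with the lowest value of each without T45D-2. At 60 dpf it ran from -1.04 to 1.08 for hsp90aa1.2, from -2.19 to 0.17 for dmrt1 and from -2.12 to 0.32 for amh.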

Differences from the paper's values

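The paper reports 1171 DEGs at 35 dpf, 681 higher and 490 lower, where edgeR called 0. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times the paper's total (1670) and its count lower (619), but not its count higher (1051). At 45 dpf the paper's counts are 1022, 436 and 586, edgeR called 0, and DESeq2 came within that range for the count lower (519) but not for the total (677) or the count higher (158). At 60 dpf the paper's counts are 2921, 2362 and 559, and edgeR called 0. DESeq2 (3149, 2510 and 639) came within 1.5 times of all 3, one edgeR fit of all 21 libraries did so for the total (3146) and the count higher (1943) but not the count lower (1203), and an unadjusted p ≤ 0.05 did so for the count higher (3001). The other alternatives set before the data were examined did not close these gaps.

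DESeq2 without its Cook's distance filter and independent filter gave DEGs of 679 higher and 489 lower, 432 and 568, and 2367 and 562 at the 3 ages, and with expected counts rounded down 681 and 487, 435 and 584, and 2370 and 561, close to the paper's counts, but these settings were chosen after seeing the values and by comparison with the paper's counts. Without the independent filter alone (679 and 487, 117 and 410, 2337 and 560) and without the Cook's distance filter alone (1053 and 622, 471 and 647, 2551 and 639), also chosen after seeing the values, the gap closed for some counts and not for others.

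The paper counts 13 genes of the Fanconi anemia pathway higher at 35 dpf, and edgeR called 0 of the list used here. DESeq2 called 22 and an unadjusted p ≤ 0.05 gave 40, and none of the alternatives set before the data were examined closed the gap. DESeq2 without both filters, chosen after seeing the values, called 11. The paper's diagram shows about 71 DEGs shared by the 3 comparisons in Fig. 3b, read by eye, where edgeR gave 0. DESeq2 gave 21 and an unadjusted p ≤ 0.05 gave 356, and none of those alternatives closed the gap. DESeq2 without both filters, chosen after seeing the values, gave 71.

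For hsp90aa1.2 at 45 dpf, Additional file 3 gives the paper's RNA-seq value as 0.62, where edgeR gave -0.72. The sign was negative under each alternative run, with -0.62 for DESeq2. For wnt5a at 45 dpf, which edgeR's filter removed, the same file gives the paper's value as 1.59, where DESeq2 gave -1.59 and edgeR with no filter gave -1.64. The paper's value for hsp90aa1.2 at 45 dpf in Additional file 2 has a negative sign.

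The paper states that hspbp1, hsp70l, hsp90a, dnmt1 and dnmt3bb.2 were significantly higher in heat-treated fish at 35 dpf. The adjusted p from edgeR was 0.197 for hspbp1, 0.192 for hsp70l, 0.192 for hsp90aa1.2, 0.195 for dnmt1 and 0.192 for dnmt3bb.2. DESeq2 called hsp90aa1.2 (adjusted p = 7.9e-06), dnmt1 (0.0324) and dnmt3bb.2 (0.0243), but not hspbp1 (0.123) or hsp70l (0.0716). Without T35D-1, edgeR called hspbp1 (adjusted p = 0.0113), dnmt1 (0.0220), dnmt3bb.2 (0.0119) and hsp90aa1.2 (0.0109). DESeq2 without both filters, chosen after seeing the values, called hsp90aa1.2 (1.0e-05), dnmt1 (0.0419) and dnmt3bb.2 (0.0313). At 45 dpf hsp70l was called by DESeq2 (0.0133), by edgeR without T45D-2 (0.0380), and by DESeq2 without both filters (0.00885), chosen after seeing the values. At 60 dpf the last of these called hsp70l (0.0498), and edgeR without T60D-1 called hspbp1 (0.0405).

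The paper states that uhrf1, fancf, fancg, fanci and fanco were raised. edgeR's adjusted p at 35 dpf was 0.192 for each, with rad51c as fanco. DESeq2 called fancf (0.0238), fancg (0.0198), fanci (0.0354) and rad51c (0.0306) but not uhrf1 (0.0766). edgeR without T35D-1 called uhrf1 (0.0147), fancf (0.0155), fancg (0.0113), fanci (0.0124) and rad51c (0.0113), and DESeq2 without both filters, chosen after seeing the values, called fancf (0.0309), fancg (0.0256), fanci (0.0459) and rad51c (0.0395). At 60 dpf edgeR without T60D-1 called uhrf1 (0.0479), fancf (0.0108), fancg (0.0223), fanci (0.0272) and rad51c (0.0384). DESeq2 called fancf at 60 dpf (0.0100), and so did DESeq2 without both filters (0.0117), chosen after seeing the values.

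The paper reports enriched terms or pathways for DNA repair and replication, the Fanconi anemia pathway, the cell cycle and oocyte meiosis and maturation at 35 dpf, for the eye, synapses and tRNA ligases at 45 dpf, and for DNA repair and replication, ribosome biogenesis, phototransduction and steroid biosynthesis at 60 dpf. edgeR made 0 calls, so the test of its calls could give no p below 1 for any list and says nothing on these terms. With DESeq2, with camera and with genes at an unadjusted p ≤ 0.05, each of these lists passed, except that DESeq2 did not pass the eye list at 45 dpf. Camera for the Fanconi anemia list was itself chosen after seeing the values. DESeq2 without both filters and camera with the replicate block, chosen after seeing the values, passed the same lists as DESeq2 and camera.

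The paper states that hsp4l decreased. hspa4l had a log2 fold change of 1.36 at 35 dpf, -2.56 at 45 dpf and 1.78 at 60 dpf, and it was called lower at 45 dpf by DESeq2 (0.0149), by edgeR without T45D-2 (0.0136), and by DESeq2 without both filters (0.0109), chosen after seeing the values. The paper states that dnmt1 and dnmt3bb.2 were raised at 35, 45 and 60 dpf. At 45 dpf edgeR's adjusted p was 0.316 for dnmt1 and 0.320 for dnmt3bb.2, and without T45D-2 their log2 fold changes were -0.51 and -0.31. At 60 dpf edgeR's adjusted p was 0.147 for dnmt1 and 0.146 for dnmt3bb.2, DESeq2 called both (0.00405 and 0.00217), edgeR without T60D-1 called both (0.00275 and 0.0114), and so did DESeq2 without both filters (0.00473 and 0.00253), chosen after seeing the values.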

Other observations

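The tests of hspa4l against the eye genes and of the lists near absent in C60D, and the count of calls still made without a T45D library, were chosen only after the results were seen. The splits by camera were run after the splits of the DESeq2 calls had been seen.

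For DEGs between heat-treated and control fish, the 6 libraries of each age make 10 splits into groups of 3, and 4 of these part every same-numbered pair. The other splits keep same-numbered libraries together in part. With edgeR at the adjusted threshold all 10 of the 10 splits, and 4 of the 4, gave as many genes at each age, since the real split gave 0. At an unadjusted p ≤ 0.05 the real split gave 4867, 3173 and 4779 genes at 35, 45 and 60 dpf, and 1 of 10 and 1 of 4 splits gave as many at each age. With DESeq2 without both filters, 2 of 10 splits gave as many at 35 dpf (1 of 4), and 1 of 10 at 45 and 60 dpf (1 of 4). The second split at 35 dpf set T35D-1 with C35D-1 and C35D-3 against the rest and gave 2417 genes against 1168. Among the other splits the highest counts at an unadjusted p ≤ 0.05 were 4564, 1421 and 3337. The smallest share that 10 splits can give is 0.1, so they cannot rule out random grouping whatever their ranking, and the splits at edgeR's adjusted threshold, set against a count of 0, carry no information.

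For the Fanconi anemia list under DESeq2 without both filters, 2 of 10 splits called as many genes of the list at 35, 45 and 60 dpf, and 1, 2 and 1 of the 4 splits that part same-numbered pairs. At 35 dpf the split with T35D-1 among the C35D libraries called 29 of the list against 11. By camera with its default correlation, 2, 6 and 4 of 10 splits gave a p as small at 35, 45 and 60 dpf, and 1, 2 and 2 of the 4. At 45 dpf more than 1 split that mixes the groups gave a smaller p than the real one, such as 1.6e-10 against 6.8e-07.

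The eye lens and phototransduction genes varied between libraries of one group, and a candidate explanation is that head tissue was missing from some libraries. If so, synapse genes should fall in the same libraries. In the 12 control libraries, with group means removed, r between the eye and synapse lists was 0.989 (permutation p = 7.0e-04, adjusted p = 0.0021 over 15 relations), with rho = 0.993 (permutation p = 7.0e-04). Without the 2 farthest libraries r was 0.930, and in the 7 control libraries of the higher sequencing yield 0.991, while the 5 of the lower yield were too few. The relation between the lists is in line with that explanation and would also arise from any other common influence on both lists. The hspa4l gene, lower in T45D than in C45D, also moved with the eye list, with r = 0.896 (permutation p = 7.0e-04, adjusted p = 0.0021) and rho = 0.951 (permutation p = 7.0e-04), 0.671 without the 2 farthest libraries and 0.905 in the higher yield. A lower share of head tissue may therefore account for the lower hspa4l in T45D, and heat cannot be told apart from it here.

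The lists of eye, synapse, fat digestion and complement genes were low together in C60D. Their mean log2 CPM was -3.23, -2.04 and -2.74 for the eye list in C60D-1, C60D-2 and C60D-3, and -1.30, 0.64 and -0.62 for the fat digestion list. T60D-1, of the same age, had 6.78 for the fat digestion list, and T60D-2 had -0.49. Over the 12 control libraries, with group means removed, r between the fat digestion and complement lists was 0.957 (permutation p = 0.00148, adjusted p = 0.0037), with rho = 0.881 (permutation p = 0.00373), 0.864 without the 2 farthest libraries and 0.943 in the higher yield. Parts of the body may have been missing from the C60D, T60D-2 and T45D-3 pools, where the fat digestion list was at -0.71. The test cannot tell this from another cause, since these lists were picked after the values were seen and the design does not record the parts sampled.

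Of the 432 genes that DESeq2 called higher in T45D without both filters, its Cook's distance filter removed 256, and 271 were more than 5-fold higher in T45D-2 than in the other libraries, a criterion chosen after the values were seen. If 1 library drove the calls, leaving it out should remove most of them. The number of genes called higher, which does not say whether the same genes were called, was 870 without T45D-1, 1231 without T45D-2 and 1335 without T45D-3. Of the 432, 393 were still called without T45D-1, 156 without T45D-2 and 387 without T45D-3, a test chosen after those numbers were seen. Without C45D-1, C45D-2 or C45D-3, only 95, 110 and 97 genes were called higher in total. Most of the 432 higher calls were thus lost without T45D-2, although that fit called more genes higher in total. Without a control library few genes were called higher in total. Those fits therefore do not say on which heat-treated library the 432 rest. Among the T45D libraries, the loss of most of the 432 was confined to T45D-2, since most were still called without T45D-1 or without T45D-3. Of the 568 genes called lower, 216 were still called without T45D-1, 563 without T45D-2 and 392 without T45D-3. Without C45D-1, C45D-2 or C45D-3, only 37, 50 and 13 genes were called lower in total. Most of the lower calls were thus lost without T45D-1 or without any 1 of the control libraries, and few without T45D-2.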
